# The histone deacetylase inhibitor sodium valproate causes limited transcriptional change in mouse embryonic stem cells but selectively overrides Polycomb-mediated *Hoxb* silencing

**DOI:** 10.1186/1756-8935-6-11

**Published:** 2013-05-01

**Authors:** Elsa Boudadi, Hannah Stower, John A Halsall, Charlotte E Rutledge, Martin Leeb, Anton Wutz, Laura P O’Neill, Karl P Nightingale, Bryan M Turner

**Keywords:** *Hoxb* genes, Valproic acid, Histone deacetylase, Polycomb repression, Mouse embryonic stem cells, Histone modification, Microarray expression analysis, Retinoic acid, Transcriptional activation

## Abstract

**Background:**

Histone deacetylase inhibitors (HDACi) cause histone hyperacetylation and H3K4 hypermethylation in various cell types. They find clinical application as anti-epileptics and chemotherapeutic agents, but the pathways through which they operate remain unclear. Surprisingly, changes in gene expression caused by HDACi are often limited in extent and can be positive or negative. Here we have explored the ability of the clinically important HDACi valproic acid (VPA) to alter histone modification and gene expression, both globally and at specific genes, in mouse embryonic stem (ES) cells.

**Results:**

Microarray expression analysis of ES cells exposed to VPA (1 mM, 8 h), showed that only 2.4% of genes showed a significant, >1.5-fold transcriptional change. Of these, 33% were down-regulated. There was no correlation between gene expression and VPA-induced changes in histone acetylation or H3K4 methylation at gene promoters, which were usually minimal. In contrast, all *Hoxb* genes showed increased levels of H3K9ac after exposure to VPA, but much less change in other modifications showing bulk increases. VPA-induced changes were lost within 24 h of inhibitor removal. VPA significantly increased the low transcription of *Hoxb4* and *Hoxb7*, but not other *Hoxb* genes. Expression of *Hoxb* genes increased in ES cells lacking functional Polycomb silencing complexes PRC1 and PRC2. Surprisingly, VPA caused no further increase in *Hoxb* transcription in these cells, except for *Hoxb1*, whose expression increased several fold. Retinoic acid (RA) increased transcription of all *Hoxb* genes in differentiating ES cells within 24 h, but thereafter transcription remained the same, increased progressively or fell progressively in a locus-specific manner.

**Conclusions:**

*Hoxb* genes in ES cells are unusual in being sensitive to VPA, with effects on both cluster-wide and locus-specific processes. VPA increases H3K9ac at all *Hoxb* loci but significantly overrides PRC-mediated silencing only at *Hoxb4* and *Hoxb7. Hoxb1* is the only *Hoxb* gene that is further up-regulated by VPA in PRC-deficient cells. Our results demonstrate that VPA can exert both cluster-wide and locus-specific effects on *Hoxb* regulation.

## Background

Histone deacetylase inhibitors (HDACi) have long been known to cause global histone hyperacetylation, often accompanied by increased H3K4 methylation, in a variety of model systems ([1] and references therein). Two structurally unrelated HDACi, suberoylanilide hydroxamic acid (SAHA) and depsipeptide (a bicyclic peptide) are remarkably effective against cutaneous T-cell lymphoma (CTCL) [2,3] and have been Food and Drug Administration (FDA) approved for treatment of this cancer (Additional file 1: Table S1). HDACi have great potential as chemotherapeutic agents, prompting searches for new HDACi and a growing number of trials against various cancers [4,5]. A major barrier to improving the clinical effectiveness of HDACi is that their mechanisms of action are varied and complex, and generally not well understood (discussed in [6]). There are at least six different structural classes of HDACi, four of which are in clinical trials (Additional file 1: Table S1). All exert multiple effects on cell function, including induction of differentiation, cell cycle disruption and apoptotic death [5,6]. The situation is further complicated by the fact that there are 18 different histone deacetylases (HDACs) in human cells, split into four classes [5,7]. Eleven of these enzymes, classes I, IIa, IIb and IV, have a very similar catalytic site, but differ in subtle ways in their sensitivities to HDACi (Additional file 1: Table S1) [6]. Class III enzymes, the sirtuins, are NAD-dependent and are insensitive to all classes of HDACi in clinical use [8]. In addition, HDACs, despite their name, act on a variety of proteins in addition to histones [9], including transcription factors, enzymes and HDACs themselves [10]. They usually operate *in vivo* as part of multi-protein complexes, the composition of which can influence their catalytic activity, their location within the cell and their targeting to specific genes [7,9].

Valproic acid (VPA) is a branched, short-chain fatty acid that inhibits class I and IIa HDACs, most likely through binding to the catalytic site [11]. VPA has been used clinically for many years as an anti-epileptic agent and mood stabiliser, usually as the sodium salt [11,12]. Because it is well tolerated and has been shown to induce differentiation and apoptosis of carcinoma cells, it has recently been tested in clinical trials as a potential chemotherapeutic agent for a variety of cancers [4,13]. One long-appreciated side effect of VPA is its teratogenicity, causing problems for those women who must depend on it during pregnancy because alternative drugs are ineffective or unavailable [14,15]. Teratogenic effects include musculoskeletal, neurological and behavioural aberrations, leading to identification of a distinctive valproate syndrome [15-17]. VPA acts on class I and IIa HDACs, which collectively deacetylate a variety of nuclear and cytoplasmic proteins, so its effects are inevitably pleiotropic. For example, VPA induces oxidative stress, with increased levels of reactive oxygen species, and anti-oxidants can alleviate some of its teratogenic effects [18,19].

Surprisingly, global changes in histone modification induced by HDACi are usually not accompanied by changed levels at individual genes, as measured by chromatin immunoprecipitation (ChIP). In fact, butyrate has been reported to cause an unexpected decrease in histone acetylation at some transcription start sites in HepG2 and HT29 cells, with associated down-regulation of transcription [20]. A wide ranging ChIP-seq study of quiescent human T-cells showed that a combination of butyrate and Trichostatin A (TSA) at high concentrations induced acetylation primarily at the promoters of active genes and of the small proportion of silent genes that showed high levels of H3K4 methylation [21]. In human lymphoblastoid cells we found that only a small proportion of genes showed altered transcription after treatment with VPA. Of these, almost as many were down-regulated as were up-regulated [22], consistent with early findings of a surprising lack of transcriptional stimulation by HDACi [23]. Nor did we find any consistent increase in histone acetylation or H3K4 methylation at selected promoter regions, leading to the suggestion that many genes are sheltered from the global effects of HDACi [22].

The complex relationship between the histone modifications induced by HDACi and the transcription of individual genes reflects the general uncertainty surrounding the role of histone modifications in transcriptional control. The recent achievements in genome-wide mapping of chromatin marks have confirmed that some histone modifications are usually associated with transcriptionally active, or potentially active, genes (for example, H3K9ac, H3K4me3), while others are typical of silent genes (for example, H3K9me2/3, H3K27me3) [24,25]. However, such data cannot establish the cause-effect relationship between histone modification and gene activity. It is important to establish for particular loci in particular developmental contexts, whether a histone modification can by itself drive a change in chromatin function, whether the modification is part of a chain of events by which chromatin transitions from one functional state to another, or whether the modification is simply a by-product of other processes and of no functional consequence in its own right [26,27].

In the experiments reported here, we have tested the ability of VPA to alter patterns of gene expression in mouse embryonic stem (ES) cells, looking in detail at its effects on members of the *Hoxb* cluster. The *Hox* (*Homeobox*) genes encode highly conserved transcription factors that act as master regulators of development and whose mis-expression has been implicated in a variety of human diseases, including cancer [28,29], and possibly in the teratogenicity of VPA [15]. In vertebrates, 39 *Hox* genes are divided between four clusters (A, B, C and D) located on different chromosomes. They are silent or very weakly expressed in the pre-implantation mammalian embryo and in ES cells, but become activated during development along the antero-posterior axis according to their positions in the cluster [30]. Previous work has indicated that the chromatin that packages the *Hoxb* genes in embryonic cells can be influenced by HDAC inhibitors [31,32]. Here, we use them as a model system to explore the relationship between changes in histone modifications and transcription as genes switch from silenced to active states.

## Results

### VPA causes global histone modification changes in ES cells but has little effect on gene expression or differentiation state

ES cells treated with 1 mM VPA for up to 8 h showed a progressive increase in acetylation of H2B, H3 and H4 and in trimethylation of H3K4, all of which began to level off after 2 to 4 h (Figure 1). The induced increases were rapidly reversible, returning to pre-treatment levels or below within less than 30 minutes of removal of the inhibitor (Figure 1). This behaviour is consistent with what has been seen in other cell types ([1] and references therein).

**Figure 1:**
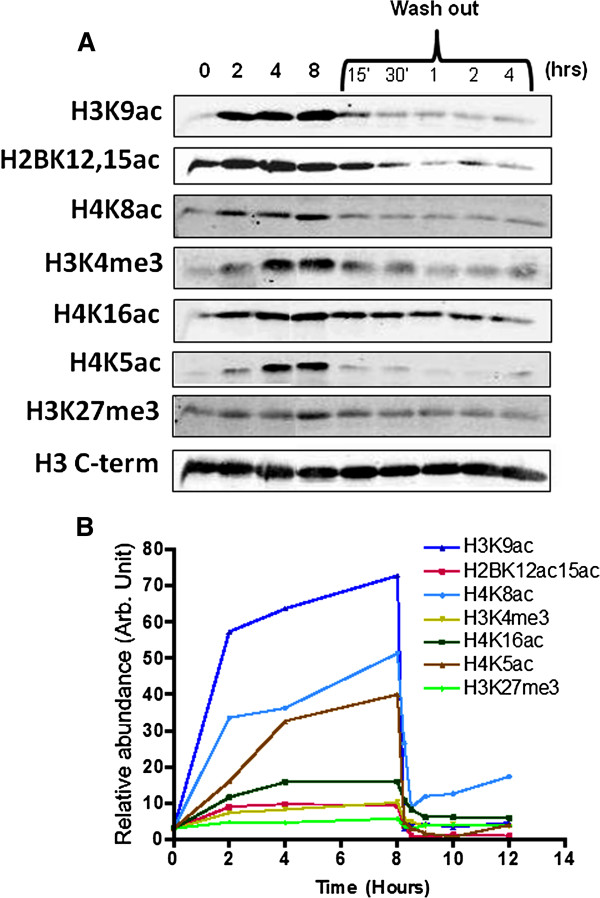
**Valproic acid induces global histone hyperacetylation and H3K4 hypermethylation in embryonic stem cells. **(**A**) Western blots showing changes in the indicated histone modifications after treatment of embryonic stem (ES) cells (CCE/R) for up to 8 h with 1 mM valproic acid (VPA), and at various timepoints after its removal (wash out). Staining with an antibody to the unmodified H3 C-terminal domain was used as a loading control (H3 C-term, bottom tracks). (**B**) Measurement of the fluorescent secondary antibody signal quantifies changes in histone modifications over time (n = 3).

The VPA treatment caused a several-fold drop in transcripts from the pluripotency genes *Nanog* and *Klf4*, a slight drop in expression of *Oct4* (a marker of undifferentiated cells) but no significant change in *cMyc* (Figure 2A). OCT4 and KLF4 proteins were not affected over the timescale of the experiment (Figure 2B; we were unable to detect NANOG protein by western blotting). Importantly, expression of these genes was restored within 1 day of removal of VPA (Figure 2A). There was a consistent change in morphology after 8 h in VPA, with cells tending to become more flattened. However, this change was not accompanied by loss of pluripotency, as shown by alkaline phosphatase (AP) staining, and morphology returned to normal following VPA removal (Figure 2C). Thus, we find no evidence that treatment of ES cells with VPA for up to 8 h permanently disturbs their undifferentiated state. Over an 8-h treatment time, 1 mM VPA did not detectably change the cells’ characteristic cell cycle profile, with more than 60% of cells in S-phase in both treated and untreated cultures (Figure 2D), nor did it increase the number of dead or metabolically inactive cells.

**Figure 2:**
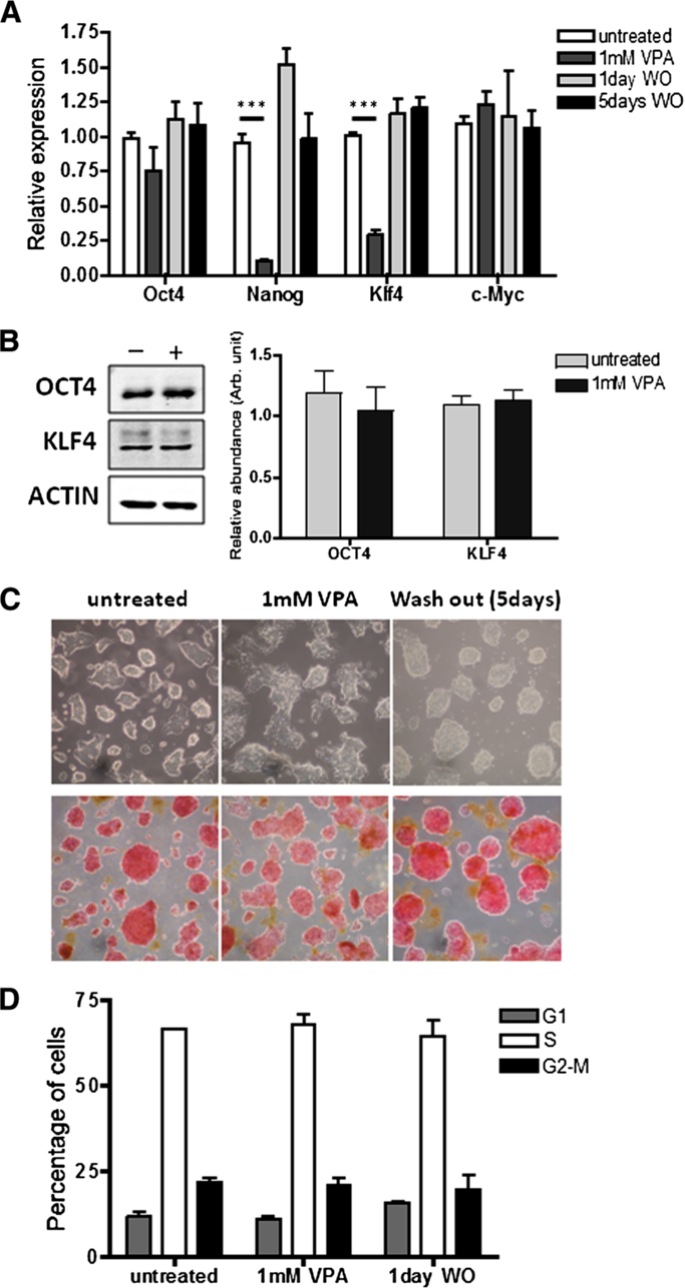
**Valproic acid reduces expression of selected pluripotency genes but does not trigger long-term changes in cell growth or differentiation. **(**A**) Embryonic stem (ES) cells (CCE/R) were treated for 8 h with 1 mM valproic acid (VPA) followed by culture for one or five days in the absence of the drug (wash out, WO). The expression of four pluripotency-associated genes was quantified by real time-quantitative (RT-q)PCR, relative to the expression of β-actin, in untreated, VPA-treated and WO cells. Error bars represent the standard error (SE) of the mean of independent experiments (n = 3). To assess the significance of a change, two-tailed unpaired *t*-tests were performed using GraphPad software; ***P < 0.001. (**B**) Levels of OCT4 and KLF4 proteins were checked before (left lane) and after (right lane) VPA treatment by western blotting. A measure of the secondary antibody fluorescent signal, normalised to the β-actin signal, allowed a quantitative representation of changes. Error bars indicate SE from 3 independent experiments. (**C**) Light microscopy was used to assess the cell morphology at each timepoint (upper panels). Alkaline phosphatase activity (red staining) was used as a marker of pluripotency (lower panels, pictures taken using 20× magnification). (**D**) ES cells were stained with propidium iodide (PI) and analysed by flow cytometry to obtain the mean percentage of cells in each phase of the cell cycle before and after VPA treatment and WO (n = 3).

To compare global transcription levels in control and VPA-treated ES cells, we used the NIA15K array, comprising 15,247 unique oligo(dT)-primed cDNA clones derived from 52,374 Expressed Sequence Tags (3′ ESTs), mostly from early embryonic cDNA libraries [33]. The NIA15K array is ideal for the accurate measurement of gene expression levels in embryonic cells [34,35]. Two-colour (cy3/cy5) labelling was used to compare VPA-treated and untreated samples. 

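CCE/R is a male, feeder-independent mouse ES cell line. Each array carried cDNA from 1 culture treated with 1 mM VPA for 8 h and from 1 untreated culture, labelled with different dyes, so that the M-value of a spot is the log2 ratio of the 2 cultures. The authors scanned the slides, normalised the M-values with the DNMAD software and deposited 1 normalised M-value per cDNA clone and array. The deposited table lists 15247 clones, here called probes, on 4 arrays. Each was taken as a biological replicate, but the paper's text describes 3 and does not say whether array 4 came from separate cultures. The VPA-treated sample was labelled with cy5 on arrays 1 to 3 and with cy3 on array 4, a dye swap. On arrays 2 and 3 the label of the cy3 sample names VPA in one field and no treatment in another, and these samples were taken as untreated, as the paper describes. The paper's text gives 3 replicates and does not say which they are. Its heat map numbers them 1 to 3 (Figure 3B), and of the 4 sets of 3 arrays only arrays 1 to 3 gave counts close to those of the paper with its own test, so that set was taken as the paper's. The text gives no reason for the use of 3 arrays, and array 4 was taken as the one not used. A value was present for 12602 probes on array 1, 11662 on array 2, 11108 on array 3 and 13353 on array 4, and the rule behind the empty cells is not stated. All of arrays 1 to 3 had a value for 10534 probes, all 4 arrays for 10404, and no array for 1276. The median M was -0.0070 on array 1, 0.019 on array 2, 0.0036 on array 3 and -0.0066 on array 4. The SD of M over probes was 0.50 on array 1, 0.57 on array 2, 0.50 on array 3 and 0.45 on array 4. No signal intensities were used here, so the precision rests on the number of arrays. Array 4 was used with the sign it has in the table, in which it runs the same way as the others. A positive M was read as higher in VPA-treated cells, which is likely but is not stated with the table. The reading rests on the cy5 label of the treated sample on arrays 1 to 3 and on the surplus of positive over negative calls that the paper's test gave on arrays 1 to 3, which matches the surplus of up-regulated genes in the paper. The log2 scale was also inferred. With the paper's test on arrays 1 to 3, 119 called probes lay above 2-fold if M is a log2 ratio and 311 if it is a natural logarithm, against the paper's 123. The table lists clones by their identifier in the clone set and does not pair them with gene names, so no gene is named here. Changes were tested in 2 ways. The methods' t-test, probe by probe against an M of 0, was run on arrays 1 to 3. The limma package, whose moderated test shares the estimate of the spread among probes, was run on all 4 arrays. Both were adjusted by the Benjamini-Hochberg method.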

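The M-values of the arrays went together across the 10404 probes with a value on all 4. Pearson's r was 0.704 between arrays 1 and 2, 0.722 between arrays 1 and 3, and 0.631 between arrays 2 and 3. Array 4, with the dyes swapped, had an r of 0.748 with array 1, 0.651 with array 2 and 0.497 with array 3. These correlations are across probes, which are not independent replicates. M had one sign on all 4 arrays for 5642 probes (54.2%), where 12.5% would be of one sign if the arrays were unrelated. The median over probes of the SD of M between arrays was 0.165 for arrays 1 to 3 and 0.188 for all 4, and the median size of the mean M was 0.253 and 0.239, respectively.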

M-values, representing the ratio between the cy3 and cy5 fluorescent signals, from three independent experiments were tested for statistical significance using *P-*values corrected using the Benjamini False Discovery Rate (FDR) correction. After 8 h in 1 mM VPA, 1,144 genes (7.5%) on the array showed a significant change in transcription activity (*P* ≤0.1 after FDR correction), of which 674 were up- and 470 down-regulated. However, for many of these genes the fold changes were small and when we applied additional thresholds the number of genes showing changes dropped rapidly. Thus, only 359 genes (2.4%) changed between 1.5- and 2-fold (241 up-, 118 down-regulated), and just 123 (0.8%) changed more than 2-fold (95 up and 28 down). These results are summarised in Figure 3A. 

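On arrays 1 to 3, the methods' t-test called 1073 of the 10534 probes changed at 10% FDR, 629 higher and 444 lower in VPA-treated cells. This was 7.04% of the 15247 probes listed on the array and 10.2% of the probes that could be tested. Before adjustment, 3238 probes had a p under 0.05, where 526.7 would be expected by chance. The number called rose steeply around the threshold, from 651 at 9% FDR to 1595 at 11% FDR, and 1 probe was called at 5% FDR. On all 4 arrays, the moderated test of limma called 5111 of 10404 probes (49.1%), 2692 higher and 2419 lower, which was 33.5% of the probes listed. On arrays 1 to 3 alone, limma called 4731 of the same 10404 probes, and the methods' t-test on all 4 arrays called 3490. Reversing the sign of array 4 moved the limma count most, to 0, with 403 probes at an unadjusted p under 0.05. Leaving out array 1 lowered it to 3345, and leaving out any other array gave between 4208 and 4731. Of the 1073 probes called by the t-test on arrays 1 to 3, 1063 also had a value on array 4, which took no part in that test, and 989 of these (93.0%, 95% Wilson confidence interval 91.3 to 94.4%, counting error only) had the same sign there. Their median size was 0.517 on arrays 1 to 3 and 0.410 on array 4, in the direction of the call. On all 4 arrays, limma called 990 of the 1063 with the same sign, but that fit includes arrays 1 to 3, so this overlap is not an independent check.

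**Figure D1:**
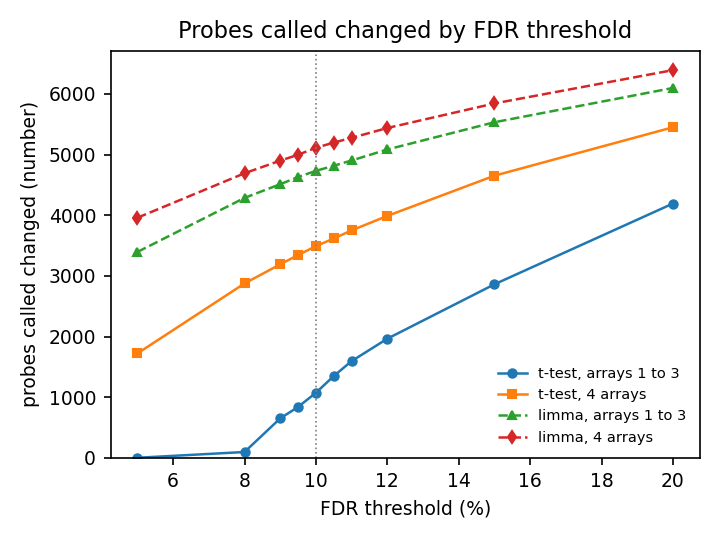
Number of probes called changed (vertical axis) at FDR thresholds from 5 to 20% (horizontal axis), for the methods' t-test (solid lines) and limma (dashed lines), each on arrays 1 to 3 and on all 4 arrays. The dotted line marks 10% FDR, where the 4 curves stand at 1073, 3490, 4731 and 5111 probes.

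**Figure D2:**
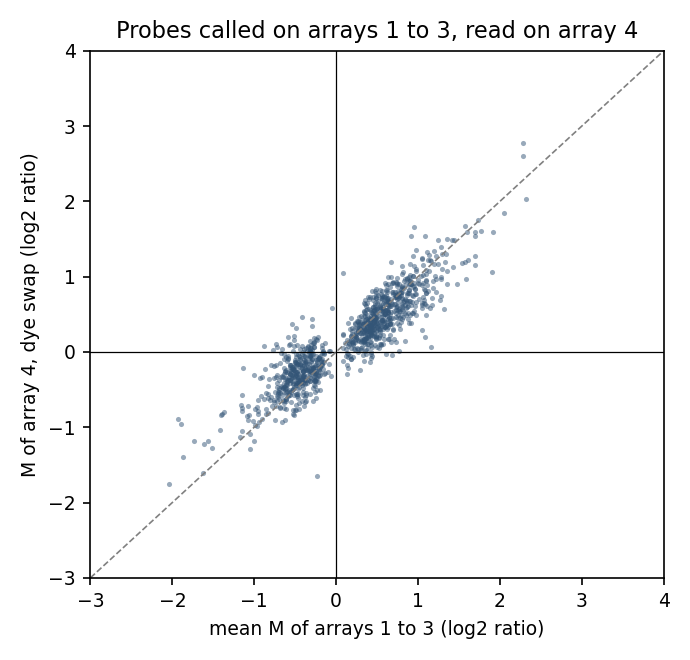
M on array 4, the dye swap (vertical axis, log2 ratio), against the mean M of arrays 1 to 3 (horizontal axis, log2 ratio) for the 1063 probes called by the methods' t-test on arrays 1 to 3 and measured on array 4. Each point is 1 probe, the dashed line marks equal values, and 989 points lie in the quadrants of equal sign.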

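Of the probes called by the methods' t-test on arrays 1 to 3, 447 (41.7%) had a mean change of at least 1.5-fold. Between 1.5- and 2-fold lay 328 probes (219 higher, 109 lower), or 2.15% of the probes listed, and above 2-fold lay 119 (91 higher, 28 lower), or 0.78%. The median change among the called probes was 1.43-fold. On all 4 arrays, limma placed 1027 probes between 1.5- and 2-fold (608 higher, 419 lower), or 6.74% of the probes listed, and 215 above 2-fold (168 higher, 47 lower), or 1.41%, and the median change of the probes it called was 1.34-fold. The probes past 1.5-fold were thus 24.3% of those called. When limma tested each mean against a change of 1.5-fold instead of against no change, 158 probes passed at 10% FDR, 126 higher and 32 lower. Among the probes past 10% FDR with limma and of one sign on all 4 arrays, the highest mean M was at H3110G08. Its M was 2.28 ± 0.23 (SD, n = 3 arrays) on arrays 1 to 3 and 2.41 ± 0.30 (SD, n = 4) on all 4. With the likely direction of M this was a 5.3-fold rise (standard error of M 0.12, adjusted p = 0.000277 from limma). H3158D06 had a mean of nearly the same size, 2.37 ± 2.98 (SD, n = 4), but it rested on array 2, where M was 6.85, against 0.83, 0.92 and 0.91 on arrays 1, 3 and 4. Its adjusted p from limma was 0.0996 on all 4 arrays and 0.121 without array 4. In the same set of probes, the lowest mean M was at H3038E05. Its M was -2.04 ± 0.06 (SD, n = 3) on arrays 1 to 3 and -1.97 ± 0.15 (SD, n = 4) on all 4. With the likely direction this was a 3.92-fold fall (standard error of M 0.09, adjusted p = 0.00024 from limma). H3106H03 followed with M -1.76 ± 0.26 (SD, n = 4), a 3.38-fold fall (adjusted p = 0.000593 from limma), and -1.87 ± 0.14 (SD, n = 3) on arrays 1 to 3. On array 4 alone, M was 2.77 at H3110G08, -1.76 at H3038E05 and -1.40 at H3106H03. With M read the other way, the rises named here would be falls and the falls would be rises. The paper states that the fold changes of many of these genes were small and that the number of changed genes dropped rapidly with these thresholds.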

Selected genes for which replicate microarray analyses consistently showed differing degrees of VPA-dependent change in expression (Figure 3B), were tested by RT-qPCR. Results were consistent with both the direction and relative magnitude of change detected by microarray analysis; examples are shown in Figure 3C.

**Figure 3:**
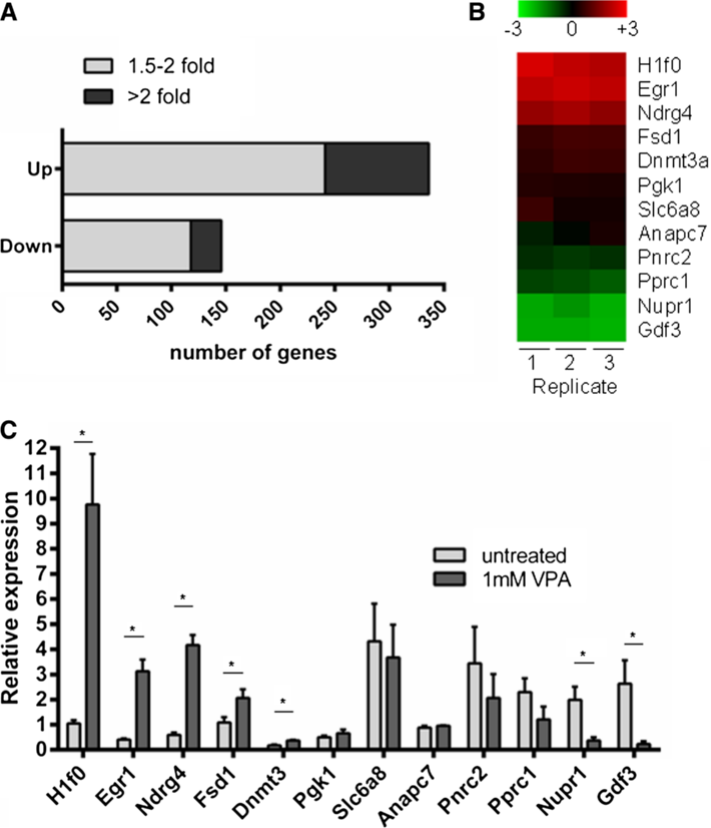
**Valproic acid treatment changes expression of only a small proportion of genes in embryonic stem cells. **Embryonic stem (ES) cells (CCE/R) were treated for 8 h with 1 mM valproic acid (VPA) and the NIA15K cDNA microarray was used to compare gene expression in control and treated cells. The use of three biological replicates allowed statistical testing (*t*-tests) to classify genes by the level of significance (*P-*value) of their expression change. (**A**) Genes for which the change in transcript level (up or down) had a *P-*value after FDR correction, equal to or less than 0.1, and a mean change of at least 1.5-fold, were classed as up- or down-regulated, as indicated. The histogram shows the numbers of genes where the significant fold change is 1.5- to 2.0-fold (light grey) or >2.0-fold (dark grey). (**B**) Heat map showing gene expression change in three replicate experiments along with a list of representative genes showing different levels of change. (**C**) To validate microarray results, representative transcripts were quantified by real time-quantitative (RT-q)PCR in untreated and VPA-treated cells. Error bars represent the standard error of the mean of independent experiments (n = 3). To assess significance of a change, two-tailed unpaired *t*-tests were performed using the GraphPad software; *P <0.05*.*

Ontology analysis of this dataset, using DAVID software, revealed several annotations to be significantly over-represented amongst genes whose activities were altered by VPA. The most significant are listed in Additional file 1: Table S2. The highest scoring annotation was Cytoskeleton and cytoskeleton-interacting proteins (*P* = 5.13 × 10^-5^). Cell cycle (*P* = 6.76 × 10^-4^) and chromatin organisation (*P* = 6.46 × 10^-3^) were also featured. The effect on cytoskeleton-related genes is intriguing in light of the morphological changes induced by VPA. However the short timescale involved and the reversibility of the effect makes it likely that morphological changes were the result of a combined effect of altered acetylation of cytoskeletal proteins and gene expression changes [36].

### VPA-induced changes in transcription at specific genes are not consistently linked to changes in histone acetylation

To ask whether these expression changes were associated with changes in histone modification at promoter or intragenic regions, we used ChIP to test genes that showed varying levels of expression change after VPA treatment. Examples (*Egr1*, *H1f0*, *Ndrg4, Nanog*) are shown in Figure 4. None of these genes showed any significant VPA-induced change in H3K27me3, H4K8ac or H3K4me3 (Figure 4) despite the global increase in the latter two modifications induced by VPA (Figure 1). H3K9ac levels were more variable, with occasional modest increases (1.5- to 2-fold) at sites across *Ndrg4* and *H1f0* (Figure 4). However, for this modification too, the ChIP results reflect neither the global changes in histone modification, nor the changes in transcript levels seen in response to VPA (Figures 1 and 3). This lack of correlation between HDACi-induced global and local acetylation, and between acetylation and transcription, is consistent with previous results [20,22,37].

**Figure 4:**
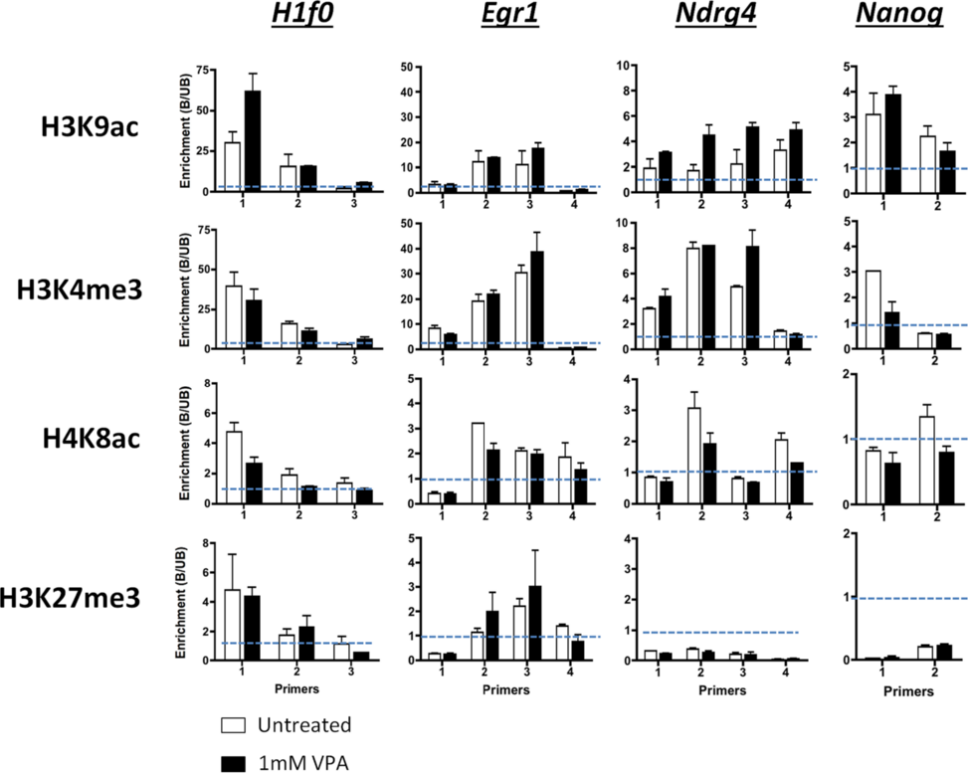
**Valproic acid-induced changes in transcription at specific genes are not consistently linked to changes in histone acetylation. **Modified histones were assayed at selected regions of genes showing increased expression (*H1f0, Egr1, Ndrg4*), or decreased expression (*Nanog*) in response to valproic acid (VPA). Chromatin was prepared from CCE/R embryonic stem (ES) cells before (white bars) and after (black bars) VPA treatment (1 mM, 8 h) and immunoprecipitated with antibodies against H3K9ac, H3K4me3, H4K8ac and H3K27me3, as indicated. DNA extracted from bound (B) and unbound (UB) fractions was analysed by real time-quantitative (RT-q)PCR using region-specific primers (Additional file 1: Table S7 shows both the sequences and positions relative to the transcription start site of each primer pair). Relative enrichment in each modification was calculated as the B/UB ratio; a region can be considered enriched in a particular modification if B/UB exceeds 1.0 (dashed lines). Error bars represent the standard error of the mean of independent experiments (n = 2): apparent absence of error bars occurs where the error is too low to be visible at this scale.

### *Hoxb* genes show increased H3 acetylation following VPA treatment, but this is associated with increased transcription only at certain loci

We previously showed that treatment with VPA of cultured mouse embryos at the 8-cell to morula stage, caused increased acetylation and H3K4 methylation at *Hoxb1* and *Hoxb9*, but not at other genes [32]. In ES cells, we found that treatment with VPA caused a consistent increase in H3K9 acetylation at all *Hoxb* promoter regions, with the level of acetylation increasing from 2-h to 8-h exposure time (Additional file 2: Figure S1, A). Thus, in contrast to its lack of effect on most other genes, VPA increases promoter H3K9 acetylation across the entire *Hoxb* cluster, including *Hoxb13* located about 70 kb from its nearest *Hoxb* neighbour, *Hoxb9* (Additional file 2: Figure S1, C). Subsequent experiments showed that VPA increased H3K9 acetylation at upstream, promoter and intragenic regions of *Hoxb* genes (Figure 5A, B). VPA induced more modest (though sometimes statistically significant) increases in H3K4me3 at these same regions (Figure 5A; see also Additional file 2: Figure S1, B). Surprisingly, H4K8ac was unchanged while increases in H3K27ac were limited to *Hoxb4* and *Hoxb7* (Figure 5A). As expected [38], all *Hoxb* genes showed relatively high levels of H3K27me3, which decreased slightly (though not significantly for any single gene) after VPA treatment (Figure 5A).

**Figure 5:**
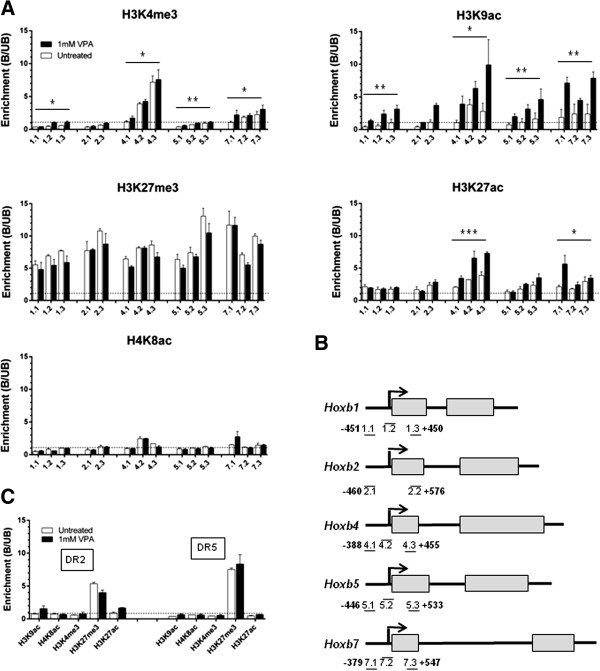
**Valproic acid changes acetylation of some histone lysines at *Hoxb *promoter regions. **(**A**) Levels of H3K9ac, H3K4me3, H3K27me3, H3K27ac and H4K8ac across *Hoxb *genes were assayed by chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR) of chromatin from embryonic stem (ES) cells, either treated with 1 mM valproic acid (VPA) for 8 h (black bars) or untreated (white bars). Regions with bound (B)/unbound (UB) ratios >1.0 (dashed line) can be considered relatively enriched in that modification. Error bars represent the standard error of the mean of independent experiments (n = 3 for H3K27ac, n = 2 for the remainder): apparent absence of error bars occurs where the error is too low to be visible at this scale. (**B**) Positions of *Hoxb *primers (1.1, 1.2 et cetera.) are shown, along with the positions of the most upstream and downstream primer bases, relative to the TSS (-451, +450 etc.). (**C**) Levels of histone modifications across the retinoic acid response elements *DR2 *and *DR5 *assayed by ChIP-qPCR of chromatin from ES cells, either treated with 1 mM VPA for 8 h (black bars) or untreated (white bars).

In pre-implantation mouse embryos in culture, VPA-induced increases in both histone acetylation and H3K4me3 were heritable through mitosis in the absence of the inhibitor, at least until the blastocyst stage [32]. In contrast, in ES cells the VPA-induced increases in H3K9ac were consistently lost within 24 h of removal of the inhibitor. A typical experiment is shown in Additional file 2: Figure S2. It will be interesting to explore possible reasons for the different behavior of pre-blastocyst embryos and cultured cells (ES cells) derived from the Inner Cell Mass of the blastocyst.

To ask whether VPA could change the expression of ES cell *Hoxb* genes we tested two lines, CCE/R (feeder-independent) and J1 (feeder-dependent and parent line of the double knockout (dKO) cells used later) using RT-qPCR. With the single exception of *Hoxb2*, transcript levels before treatment were similar in the two lines. The effect of VPA treatment was also very similar in the two lines, with only *Hoxb4* and *Hoxb7* significantly affected, each showing a 2- to 3-fold increase (Figure 6). In untreated CCE/R cells, *Hoxb4* and *Hoxb7* showed the highest levels of H3K4me3, H3K9ac and H3K27ac at selected sites in their promoter regions and also showed the strongest VPA-induced increases in H3K27ac (Figure 5).

**Figure 6:**
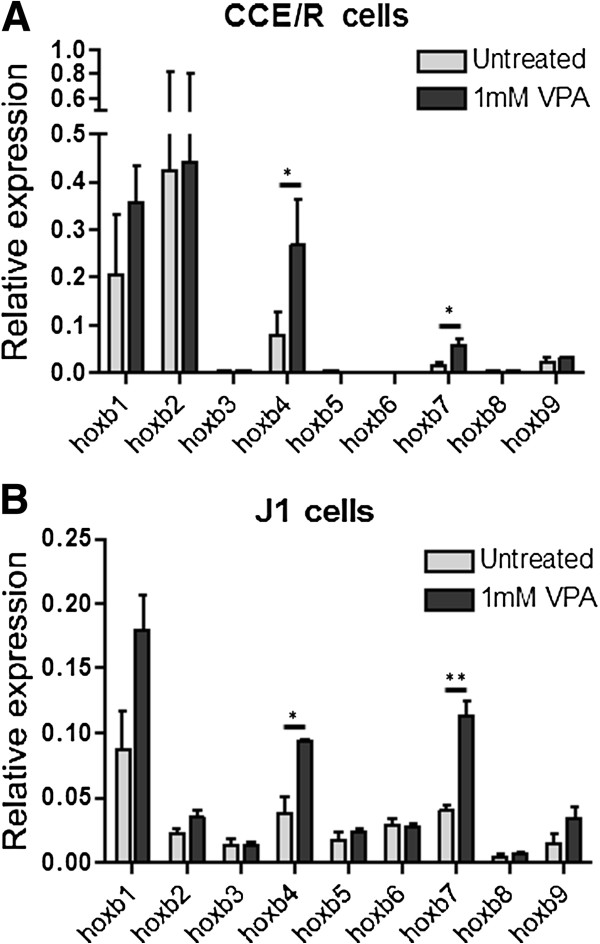
**Valproic acid induces transcription of specific *Hoxb *genes in undifferentiated embryonic stem cells. **Two mouse embryonic stem (ES) cell lines CCE/R (panel **A**, feeder-independent) and J1 (panel **B**, feeder-dependent and the parent line of the *Eed/Ring1b *double knockout (dKO) cells) were treated with valproic acid (VPA) (1 mM, 8 h) and harvested, along with untreated controls, for preparation of RNA and cDNA. Transcript levels from *Hoxb1-9* were determined by real time-quantitative (RT-q)PCR. Error bars show the standard error of the mean of independent experiments (n = 3). Two-tailed unpaired *t*-tests were used to assess significance of changes; *P <0.05, **P <0.01.

In view of these findings, it is interesting to note that of three genes showing strongly increased transcription after VPA (Figure 3C), two showed relatively high levels of H3K27me3 (*H1f0*, *Egr1*), while one (*Ndrg4*) did not (Figure 4). Thus, Polycomb-mediated silencing is not a prerequisite for VPA-induced increases in either transcription or H3K9ac and cannot, in itself, explain the characteristic and unusual response of *Hoxb* genes to this inhibitor.

### *Hoxb* genes are all induced by retinoic acid in differentiating ES cells but longer-term expression varies from gene to gene

We have used the *Hoxb* gene cluster to explore the relationship between induced changes in histone modification and switching from a silent to an expressed state. Induction of differentiation by removal of leukaemia inhibitory factor (LIF) (day 0), and addition of retinoic acid (RA, day 2), resulted in the rapid up-regulation of all *Hoxb* genes (Figure 7). However, the activation progressed differently depending on the *Hoxb* locus involved. For *Hoxb1, 3, 6* and *8,* expression increased rapidly on day 3 and remained approximately constant, or declined (*Hoxb1* only), whereas *Hoxb2, 4, 5, 7* and *9* all increased slowly, to reach maximum expression around day 8, the latest time point examined. There was no clear correlation between the timing of maximum RA-induced expression of individual *Hoxb* genes and their position in the cluster. Nor was there any correlation between the levels of histone modification tested at *Hoxb* promoters (Figure 5) and the longer-term progression of the RA-induced increase in transcription. Following RA treatment (day 2) there was by day 3 a several-fold increase in H3K9ac at promoter-proximal and coding regions of all *Hoxb* genes tested (*Hoxb1*, *2*, *4*, *5*, *7* and *9*). Illustrative results are shown in Figure 8. In view of previous results, it is significant that induction of ES cell differentiation by LIF withdrawal increased neither *Hoxb* transcription nor H3K9ac levels at *Hoxb* promoters (Figures 7 and 8). Thus, the short-term effects of VPA on H3K9ac at *Hoxb* promoters and *Hoxb* expression, cannot be attributed to induction of differentiation in a subpopulation of ES cells.

**Figure 7:**
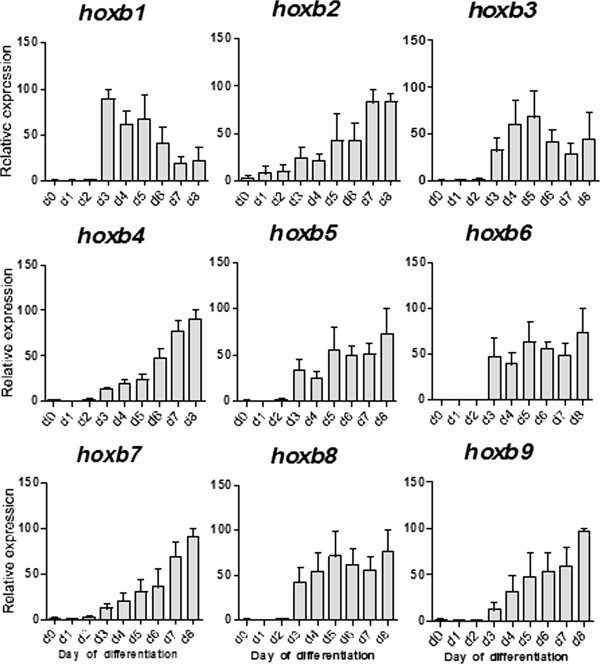
**The timing of *Hoxb *gene expression in mouse embryonic stem cells following induction of differentiation.** Mouse embryonic stem (ES) cells (CCE/R) were induced to differentiate by removal of the growth factor leukaemia inhibitory factor (LIF) and replating at day 0, followed by addition of retinoic acid (RA, 1 μM) at day 2. RNA and cDNA were prepared from cell pellets at day 0 and daily thereafter and transcript levels from individual *Hoxb *genes (*Hoxb *1 to 9) were determined by real time-quantitative (RT-q)PCR. At each timepoint, expression was calculated as a percentage of the highest value in the untreated sample. Error bars represent the standard error of the mean of independent experiments (n = 3).

**Figure 8:**
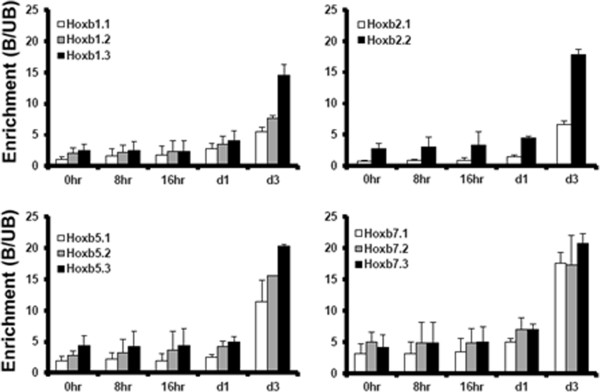
**Treatment of differentiating embryonic stem cells with retinoic acid increases H3K9ac at *Hoxb *genes. **Chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR) was used to investigate H3K9ac levels at two or three regions across four *Hoxb *genes, as indicated, in differentiating embryonic stem (ES) cells (CCE/R) before and after treatment with retinoic acid (RA). Leukaemia inhibitory factor (LIF) was removed at d0 (0 h) and RA added at d2. Location of the primer pairs used is shown in Figure 5B. Data are displayed as the enrichment of the *Hoxb* sequences in the bound relative to the unbound (B/UB) sample for each timepoint. Error bars represent the standard error of the mean of independent experiments (n = 2).

### Loss of Polycomb components generally increases *Hoxb* gene expression and modulates the transcriptional response to VPA in a locus-specific manner

To test the role of Polycomb in silencing *Hoxb* in undifferentiated ES cells, we measured expression of *Hoxb* genes in an ES cell line in which both PRC1 and PRC2 were non-functional [39]. Total lack of expression of *Ring1b* (PRC1) and *Eed* (PRC2) in these dKO cells was confirmed by qPCR (Additional file 2: Figure S3). Loss of Polycomb components in those cells led to a strong diminution of the H3K27me3 mark, as expected, and a corresponding increase in global H3K27ac (Additional file 2: Figure S3).

*Hoxb* genes, showed a several-fold increase in expression in dKO cells (Figure 9A), with the exception of *Hoxb5*, whose activity remained very low, and possibly *Hoxb1* (where the increase was not significant). However, even in the absence of Polycomb, levels remained well below those observed after differentiation and exposure to RA (Figure 7). As in wild-type cells, treatment of dKO cells for 8 h with 1 mM VPA induced global hyperacetylation of histones and a modest increase of H3K4me3 (Additional file 2: Figure S3). However, with the exception of *Hoxb1*, VPA caused no further increase in the expression of *Hoxb* genes over that induced by loss of Polycomb (Figure 9B). *Hoxb1* was a clear exception, showing a 4.5-fold increase in expression after VPA treatment.

**Figure 9:**
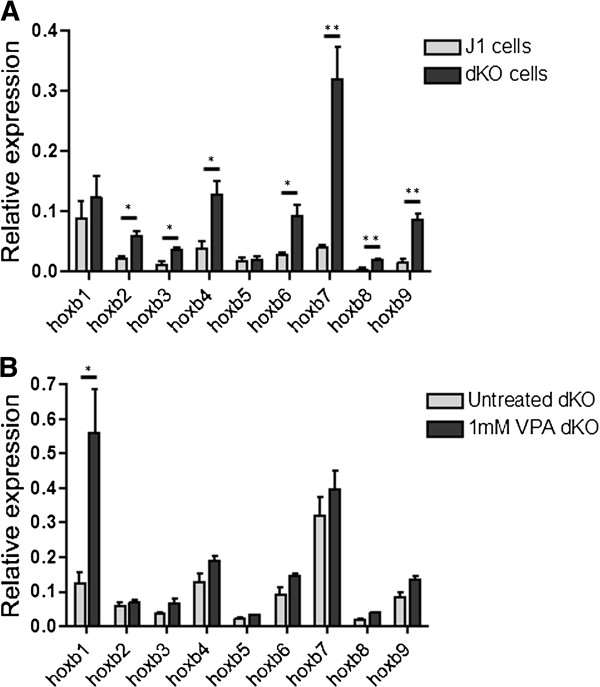
**Knockout of Eed/Ring1b increases expression of *Hoxb *genes but only *Hoxb1 *responds additionally to valproic acid. **(**A**) Transcript levels of *Hoxb *genes were quantified by real time-quantitative (RT-q)PCR in wild-type embryonic stem (ES) cells (J1 line) and in J1 cells in which two genes encoding Polycomb proteins (*Eed*; *Ring1b*) had been knocked out (dKO cells). Light grey bars show the expression levels in wild-type J1 cells, and dark grey bars represent expression in dKO cells. (**B**) dKO cells were treated for 8 h with valproic acid (VPA) (1 mM). *Hoxb *transcript levels in treated and untreated cells were assayed by RT-qPCR. Light grey bars represent untreated dKO cells, dark grey bars show data for VPA-treated cells. For both panels error bars represent the standard error of the mean of independent experiments (n = 3). Two-tailed unpaired *t*-tests were used to assess the significance of differences; *P <0.05*,* **P <0.01.

The comparatively weak activation of *Hoxb1* in response to Polycomb depletion (Figure 9A), its strong response to VPA in Polycomb null cells (Figure 9B) and the unique diminution of RA-induced *Hoxb1* expression in differentiating cells over time (Figure 7), all suggest that *Hoxb1* is subject to a regulatory regime that differs from other *Hoxb* genes. *Hoxb1* is distinguished by its proximity to two RA response elements (RAREs), DR2 and DR5, which lie 1.5Kb and 6.5Kb respectively, 3′ of the *Hoxb1* coding region. We find both RAREs in CCE/R ES cells are strongly enriched in the silencing mark H3K27me3, with below average levels of H3K27ac, H3K9ac, H4K8ac and H3K4me3 (Figure 5C). VPA treatment caused no changes in the modifications tested at DR5, but DR2 showed an approximately 2-fold increase in H3K9ac and H3K27ac, along with a small diminution of H3K27me3 (Figure 5C). These changes, though modest, may contribute to the distinctive transcriptional responses of *Hoxb1*.

## Discussion

ES cells treated with VPA showed dramatic global changes in histone modification, including increased acetylation of all histones and H3K4 methylation, but surprisingly limited changes in both transcript levels and histone modification levels at individual promoters. In line with the limited transcriptional response, we found only very occasional evidence for genes showing altered histone acetylation or H3K4 methylation following growth in VPA, even among those genes showing the strongest changes in transcription. This discrepancy between global hypermodification and minimal local modification changes is consistent with our recent studies on human lymphoblastoid cell lines [22], and suggests that in ES cells, as in other cell types, many genes are sheltered from the global changes in histone modification induced by environmental inhibitors. This may also help explain the low frequency of VPA-induced changes in gene expression. Following completion of the microarray experiments presented here, Hezroni and colleagues [40] published data showing limited transcriptional change following treatment of ES cells with VPA. Comparison of our data with the nearest equivalent set from Hezroni and colleagues, shows a strong overlap, despite differences in treatment time and concentration (0.5 mM VPA for 4 h vs 1 mM for 8 h). Of our 241 up-regulated (>1.5-fold) genes, 52 were classified as up-regulated by Hezroni *et al*. [40]. The overlap for down-regulated genes was less striking at 118 and 18 respectively. Genes in common are listed in Additional file 1: Table S3. Ontology analysis (DAVID) of these common genes showed that enrichment scores >1.3 and *P-*values <0.01 were restricted to the terms, steroid metabolism/homeostasis, protein transport/localization and negative regulation of differentiation/neurogenesis.

A discrepancy between global changes in histone modification and local transcriptional effects has been noted in ES cells depleted in DPY30, a key component of the MLL2 histone methyltransferase complex [41]. *Dpy30* -/- cells showed minimal transcription changes, despite major global and local reductions in H3K4 methylation [41]. However, DPY30 depleted cells showed reduction or absence of expression of lineage-specific genes following RA treatment and compromised neuronal differentiation [41].

In quiescent human CD4+ T-cells, hyperacetylation induced by the inhibition of HDACs with a mixture of butyrate and TSA, occurred on only a minority of genes, primarily those that were transcriptionally active [21]. Among silent genes, a subset of less than 15% was found to be susceptible to hyperacetylation in the presence of HDACi. The great majority of this subset were marked by elevated levels of H3K4 methylation and could therefore be categorised as bivalent, poised genes [42,43]. Transcriptionally active genes are generally enriched in H3K4 methylation, particularly at their promoters [44], and it may be that levels of H3K4me3 are a more important determinant of sensitivity to HDACi than transcription per se. In contrast, Hezroni *et al*. [40] found only modest local changes in H3K9ac in ES cells treated with 0.5 mM VPA (less than 20% overall after 4 h treatment); there was variation between genes but no evidence that acetylation was selectively increased at regions classed as bivalent [40].

Our results illustrate how the *Hoxb* genes in ES cells are regulated by a combination of cluster-wide and locus-specific mechanisms. Thus, all *Hoxb* genes are kept in a silent state, at least in part, by Polycomb silencing complexes, being marked by a blanket of the Polycomb-associated histone modification H3K27me3 [45]. Similarly, all *Hoxb* genes are activated when differentiating cells are exposed to RA (see [46] and references therein). Remarkably, there is evidence that a binding site for RA receptor gamma in the *Hoxa1* upstream enhancer is a key player in cluster-wide activation of *Hoxb* genes [46]. Locus-specific effects became apparent when the time-course of the RA response was followed, with clear differences in the times at which individual *Hoxb* genes are maximally expressed, from day 3 to day 8 of differentiation. In contrast to *in vivo* data [30,47], in ES cells grown and RA-treated in culture, we found no clear correlation between the timing of maximal expression (transcript level) of individual *Hoxb* genes and their position in the cluster. The clear-cut and consistent differences in timing show that regulatory mechanisms acting at the level of individual loci, or groups of loci, can moderate the cluster-wide effect triggered by RA.

All *Hoxb* loci showed increased H3K9 acetylation in the presence of the HDACi, VPA. VPA consistently increased levels of H3K9ac at upstream, promoter and coding regions across the entire *Hoxb* cluster. H3K27ac and H3K4me3 both showed more modest, though occasionally significant, VPA-induced increases. Perhaps surprisingly, H4K8ac, a modification that shows a global increase after VPA, remained unchanged at all *Hoxb* loci tested. It is interesting that levels of H3K27me3 were consistently lower across *Hoxb* genes in VPA-treated cells, though the reductions were always small and statistically insignificant for any single locus. The HDACi-induced increase in H3K9ac at *Hoxb* loci shows that H3 acetate groups are turning over at these loci, which must therefore contain both HDACs and histone acetyltransferases (HATs). It will be interesting to identify these enzymes. In human T-cells, regions that were sensitive to HDACi-induced hyperacetylation have not always been found to be rich in HDACs, leading to the suggestion that the association of HDACs with such regions was transient and unstable [21]. As the specificity of HDACs for particular histone types tends to be low [9,48], it is likely that the absence of VPA-induced acetylation of certain H3 and H4 lysines across *Hoxb* loci reflects the absence of catalytically-active HATs of the necessary specificity, rather than variations in HDAC levels or types. A strong overlap has been noted in mouse ES cells between peaks of H3K9ac and the HAT p300 [40]. However, the significance of this is uncertain and much remains to be learned about the *in vivo* specificity of the various HAT complexes. Knock-out experiments have shown that depletion of CBP/p300 specifically reduces acetylation at H3K18 and H3K27, while GCN5 depletion selectively reduces H3K9ac [49].

It is interesting that only *Hoxb4* and *Hoxb7* showed a significant increase in transcription following VPA treatment of wild-type ES cells. As VPA treatment increased H3K9ac across *Hoxb4* and *Hoxb7*, and across *Hoxb1*, *2* and *5*, where transcription does not change, we can conclude that increased H3K9ac levels are not caused by increased transcription, nor are they sufficient, in themselves, to trigger transcription in all *Hoxb* genes. Of the modifications tested, only H3K27ac showed VPA-induced increases selectively at *Hoxb4* and *7*, thus correlating with changes in transcription. It has been suggested previously that H3K27ac might exert its effects by displacing, and mitigating the silencing effects of, H3K27me3 [50], and such a process is consistent with our data. The results so far also indicate that increased transcription of *Hoxb* genes in the presence of continued Polycomb repressor complex (PRC) silencing can only be induced at loci that are pre-marked by higher than average levels of H3K4me3, H3K9ac and H3K27ac. Perhaps these modifications are part of a permissive chromatin environment that facilitates VPA-induced transcription. Our results show that a high level of H3K4me3 is not, in itself, necessary for the VPA-sensitive chromatin state at all *Hoxb* loci, though it may play a locus-specific role, perhaps in facilitating the up-regulation of transcription in response to HDACi [21].

As expected, the absence of functional PRC complexes in *Eed*/*Ring1b* dKO cells led to increased *Hoxb* transcription. However, the increase varied from 8-fold and highly significant for *Hoxb7,* to small and insignificant for *Hoxb1* and *Hoxb5.* Interestingly, removal of Polycomb did not make the *Hoxb* genes more susceptible to the effects of HDACi-induced acetylation. With the exception of *Hoxb1*, treatment of dKO cells with VPA caused little further increase in *Hoxb* expression. *Hoxb1*, for which there was a relatively small (not significant) increase in transcription following PRC inactivation, showed a robust increase when dKO cells were treated with VPA. Collectively, these findings suggest that increased H3K9ac acetylation (and perhaps acetylation at other lysines not yet tested) induced by VPA can partially override PRC-mediated silencing of some *Hoxb* genes (particularly *Hoxb4* and *Hoxb7*), but causes no further increase in transcription in the absence of PRC. Thus, with the exception of *Hoxb1*, an increase in activating marks even in the absence of Polycomb-associated silencing, does not, in itself, induce transcription. The results emphasize that *Hoxb1* has regulatory features that distinguish it from other genes in the *Hoxb* cluster. It may be significant that chromatin opening, perhaps progressing 3′ to 5′ through the cluster, has been shown to be important for *Hox* gene activation [31,51]. If *Hoxb1* chromatin is selectively decondensed in PRC-deficient cells, it could be more sensitive to VPA-induced acetylation, perhaps because this facilitates the transient attachment of HATs and HDACs [21].

Gene silencing is a multi-layered process, involving the combinatorial actions of histone and DNA modifications, chromatin condensation, DNA binding proteins, small RNAs and the intra-nuclear location of genes and gene clusters. Gene activation involves stripping away some or all of these silencing components and may not be an all or nothing process. As we have seen, the *Hoxb* genes can be significantly up-regulated by treatment with VPA, or by removal of the Polycomb complex, though the level of activation is far below that seen following induction of differentiation and treatment with RA. In contrast, most genes in ES cells are insensitive to VPA treatment, and even within the *Hoxb* cluster, the response of *Hoxb1* sets it apart from the other *Hoxb* genes. 

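Over arrays 1 to 3, the mean M of 8989 of 10534 probes (85.3%, 95% Wilson confidence interval 84.6 to 86.0%, counting error only) lay under 1.5-fold in either direction, and that of 3051 (29.0%) under 1.1-fold. Another 1268 probes (12.0%) lay between 1.5- and 2-fold and 277 (2.63%) above 2-fold. Over all 4 arrays, 9140 of 10404 probes (87.9%, interval 87.2 to 88.5%) lay under 1.5-fold, 3187 (30.6%) under 1.1-fold, 1045 (10.0%) between 1.5- and 2-fold and 219 (2.10%) above 2-fold. The median change was 1.19-fold over arrays 1 to 3 and 1.18-fold over all 4. A change of under 1.5-fold could still be called different from no change, since most of the probes called by limma on all 4 arrays lay under it. Such a call sets the mean against its standard error, and not against the spread between arrays.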

Definitive conclusions about mechanisms of action of HDAC inhibitors are made difficult by the wide range of HDAC substrates, including both histones and non-histone proteins, but of the modifications tested, H3K9ac and H3K27ac are associated in both general and locus-specific ways with *Hoxb* regulation. These related modifications could provide both a context and the final trigger by which VPA activates *Hoxb* expression, and it is important now to define the regulatory pathways by which they are put in place and through which they operate.

## Conclusions

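The shares of lower probes depend on the likely direction of M, which was read in part from the surplus of up-regulated genes in the paper, so they are not an independent measure of which direction prevailed. Among the probes that the methods' t-test called on arrays 1 to 3, the share that was lower in VPA-treated cells with this reading was 41.4% at any size of change. It was 33.2% between 1.5- and 2-fold, 23.5% above 2-fold and 30.6% over both (95% Wilson confidence interval 26.6 to 35.1%, counting error only). On all 4 arrays, limma gave 47.3% at any size, 40.8% between 1.5- and 2-fold, 21.9% above 2-fold and 37.5% over both (interval 34.9 to 40.2%). With M read the other way, the share over both classes would be 69.4% with the t-test on arrays 1 to 3, where it would be 58.6% at any size, 66.8% between 1.5- and 2-fold and 76.5% above 2-fold, and 62.5% with limma on all 4 arrays. With array weights, limma gave 50.8% at any size, so the surplus of higher calls was reversed there. With the likely direction, the share of lower probes was smaller above 2-fold than between 1.5- and 2-fold with both sets of arrays, and with M read the other way this order would reverse (59.2% between 1.5- and 2-fold and 78.1% above 2-fold with limma on all 4 arrays). Each array was centred near an M of 0 by the normalisation, so these shares are relative to the middle probe and would not show a change common to all.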

The HDACi, valproic acid, induces global histone hyperacetylation and increased H3K4 methylation in mouse ES cells, but significantly alters the expression of only a small proportion of genes, of which approximately one third are down-regulated.

There is no correlation between changes in expression and levels of H3K9ac, H4K8ac or H3K4me3 at gene promoters, which overall show little sign of VPA-induced change in histone modifications. It seems that most genes in mouse ES cells are sheltered from the global increases in histone modification induced by VPA.

*Hoxb* genes were exceptional in showing consistently increased H3K9ac at promoter and intragenic regions in cells exposed to VPA. H3K27ac and H3K4me3 showed smaller increases at only some *Hoxb* loci while H4K8ac was unaffected. VPA consistently caused small reductions in H3K27me3, though these never achieved statistical significance for any one locus. Only *Hoxb4* and *Hoxb7* showed significantly increased transcription after VPA treatment. These two loci have the highest levels of H3K9ac, H3K27ac and H3K4me3 in untreated cells and show strong increases in acetylation in response to VPA.

Inactivation of PRC in *Eed*/*Ring1b* dKO cells, activated *Hoxb* genes several-fold, with the exception of *Hoxb1* (only weakly activated) and *Hoxb5*, which remained essentially silent. Uniquely, *Hoxb1* activity in PRC-negative cells was increased several-fold by VPA. Thus, *Hoxb* genes respond to VPA in a Polycomb-dependent and locus-specific manner.

RA increased transcription of all *Hoxb* genes within 24 h, with an accompanying increase in H3K9ac, but expression thereafter, up to day 8, varied between *Hoxb* loci. In differentiating ES cells there is no clear relationship between the change in *Hoxb* expression over time and 3′ to 5′ position within the cluster.

Control of *Hoxb* genes is multilayered. Both PRC-mediated silencing, with high levels of H3K27me3, and RA activation, affect all *Hox* genes in the cluster. However, these overall control mechanisms are modulated in different ways at individual *Hoxb* loci. H3K9ac, H3K27ac and H3K4me3 may all help provide a VPA-responsive chromatin environment at specific *Hoxb* loci, but H4K8ac seems not to be involved.

## Methods

### Primary cells and cell culture

The male mouse feeder-independent 129/Sv-derived ES cell line, CCE/R [52], was grown on 0.1% gelatin-coated flasks and 129S4/SvJae-derived ES cell line, J1, and the *Eed*/*Ring1B* dKO, PRC1/PRC2-deficient) daughter cell line were grown on mitotically inactivated mouse embryonic fibroblast (MEF) feeder cells [39]. All ES cell lines were cultured in DMEM supplemented with 20% foetal calf serum, 1× penicillin/streptomycin, 1× L-glutamine, 1× non-essential amino acids, 0.25% 2-mercaptoethanol and 1U/μl ESGRO (Millipore, Watford, UK). All supplies were sourced from Invitrogen (Paisley, UK) unless otherwise noted.

For RA-induced differentiation, ES cells were plated on non-adherent plastic dishes in ES cell media minus ESGRO with addition of 1μM *all-trans*-RA on day 2 of differentiation [31]. Cell viability was assessed by Trypan Blue staining and by the MTS assay (Promega, Southampton, UK), a calorimetric assay to detect metabolically active cells (used according to the manufacturer’s instructions). ES pluripotency was tested by AP staining of undifferentiated fixed adherent cells [53,54]. Cell cycle analysis was performed using PI (10 μg/ml) staining in the presence of RNaseA (200 mg/ml) using a FACScan flow cytometer (BD FACSCalibur™, Becton Dickinson, Oxford, UK) and analysed using *WinMDi 2.9* and *Cylchred* software.

### Antibodies

Rabbit polyclonal antisera to H4K8ac, H3K9ac, H3K4me3 and H2BK12/15 ac were raised in-house by immunisation with synthetic peptides conjugated to ovalbumin as previously described [55]. Sources of other antisera are shown in Additional file 1: Table S4. Specificities were assayed by inhibition ELISA for all in-house and commercial antisera [55] and checked by western blotting.

### Protein analysis

Histones were extracted from ES cells by acid extraction and analysed by electrophoresis in 15% SDS-polyacrylamide gels and western blotting as previously described [1] Protein loading was tested by Ponceau S staining before proteins were probed with appropriate primary antibodies. Primary antibody binding was detected by fluorescent tagged anti-rabbit IgG secondary antibodies (Rockland) and detected by scanning (Odyssey system; LI-COR, Cambridge, UK).

### Native chromatin immunoprecipitation (NChIP)

Immunoprecipitation of native chromatin was performed based on the method described previously [56] and DNA was analysed using qPCR. Briefly, cells were lysed to release nuclei prior to micrococcal nuclease digestion. The amount of micrococcal nuclease added and digestion time were adjusted to obtain a mix of mono- and short oligo-nucleosomes, optimal for immunoprecipitation [56]. Digested chromatin was immunoprecipitated and bound (B) and unbound (UB) fractions were separated. DNA from B and UB fractions was isolated and analysed by qPCR using region specific primers. Sequences of all ChIP-qPCR primers are listed in Additional file 1: Tables S5-S7.

### Gene expression analysis

Total RNA was extracted from cells using the RNeasy mini kit (Qiagen, Crawley, UK) according to the manufacturer’s instruction. An on-column DNase digestion was performed during the extraction in order to yield a pure RNA fraction (RNase-Free DNase Set, Qiagen). cDNA was prepared using the RT-Superscript-III Kit (Invitrogen) according to manufacturer’s instructions. cDNA was then analysed using qPCR or microarrays.

For each RT-qPCR assay, 50 ng of cDNA were mixed with 5μl of SYBR green Mix (Qiagen), forward and reverse primers (0.4 μM each) and RNase-free water in a final volume of 10 μl. The PCR reaction was run on the ABI 7900HT system (95°C for 10 minutes; 40 cycles of 94°C for 15 s, primer set-specific annealing temperature for 30 s 72°C for 30 s, with a final denaturation step 95°C for 15 s, 60°C for 15 s, 95°C for 15 s). Standard curves made from serial dilutions of cDNA allowed relative quantification. Sequences of all primers and Tm used for qPCR are listed in Additional file 1: Table S8.

For microarray expression analysis we used the NIA 15 K mouse cDNA array [33] as previously described [34]. cDNA samples to be compared were labelled with two different fluorochromes, cy3 and cy5 (Amersham, Little Chalfont, UK) using a Bioprime Labelling kit (Invitrogen). Following their purification (PCR purification Kit; Qiagen), equal amounts of probes were combined and precipitated before hybridization onto slides at 42°C for 20 h. Slides were scanned using GenePix 4000A scanner. Spot alignment was checked automatically and then manually using GenePix software. Data were normalised using the DNMAD web-software. *T*-tests were performed on total M-values using biological triplicates for each condition and standard *P*-values were then corrected by the Benjamini-Hochberg FDR method using the statistical environment “R”. Finally, genes with associated FDR less than 10% were considered statistically significant and selected for further analysis. Original microarray data files are available through the GEO database [GSE45610].

## Abbreviations

AP: alkaline phosphatase; B: bound; ChIP: chromatin immunoprecipitation; CTCL: cutaneous T-cell lymphoma; dKO: double knockout (*Eed/Ring1b* negative); DMEM: Dulbecco’s modified Eagles medium; ELISA: enzyme-linked immunosorbent assay; ES: embryonic stem; FACS: fluorescence activated cell sorter; FDA: Food and Drug Administration; FDR: False Discovery Rate; HAT: histone acetyltransferase; HDAC: histone deacetylase; HDACi: histone deacetylase inhibitor; Hox: Homeobox; Ig: immunoglobulin; LIF: leukaemia inhibitory factor; MEF: mouse embryonic fibroblast; PI: propidium iodide; PRC: Polycomb repressor complex; RA: retinoic acid; RARE: retinoic acid response element; RT-qPCR: real time quantitative polymerase chain reaction; SAHA: suberoylanilide hydroxamic acid; SE: standard error; TSA: Trichostatin A; UB: unbound; VPA: valproic acid (administered as the sodium salt); WO: wash out.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

EB carried out the bulk of the experimental work, conceived experiments, prepared figures and helped write the paper. HS carried out initial ES cell *Hox* gene experiments on which the present work is based. JAH contributed to experiments and helped write the paper. CER performed some ChIP experiments and helped write the paper. ML provided the dKO ES cells and advised on their use. AW provided the dKO ES cells and contributed to writing the paper. LPO advised on aspects of experimental work and helped write the paper. KPN advised on aspects of experimental work and helped write the paper. BMT conceived experiments, helped write the paper and coordinated assembly of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Tables S1–S5. Table S1. **Classes of HDACs and HDAC inhibitors. **Table S2.** Functional annotation of genes whose expression is altered by VPA. **Table S3. **List of genes whose expression is altered by VPA in both the present experiments and those of Hezroni et al. [39]. **Table S4. **Source of antibodies. **Table S5. **ChIP-qPCR primers, *Hoxb1-13 *promoter regions. **Table S6. **ChIP-qPCR primers, *Hoxb1,2,4,5 and 7.***Table S7. **ChIP-qPCR primers, non-*Hox *genes. **Table S8. **RT-qPCR expression primers. Click here for file

Additional file 2 **Figures S1-S5. Figure S1. **Chromatin immunoprecipitation for H3K9ac, H3K4me3 at *Hoxb *promoters after 0, 2 and 8 h in valproic acid (VPA). **Figure S2. **Non-persistence of H3K9ac at *Hoxb *loci after removal of valproic acid (VPA). **Figure S3**, characterisation of Eed/Ring1b double knockout (dKO) cells. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

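The data were normalised M-values from 4 two-colour NIA 15K mouse cDNA arrays, each comparing CCE/R ES cells treated with 1 mM VPA for 8 h with untreated cells. The authors scanned the slides with a GenePix scanner, normalised the spots with the DNMAD software and deposited 1 log2 ratio (M-value) per clone and array. The software's version and options, the background correction and the rule that left some cells of the table empty are not stated in the paper's text. The log base and the direction of the ratio were inferred, from the number of probes in each fold class and from the dye labels with the paper's numbers of higher and lower genes. All 4 columns were mapped to a sample, so 0 columns were left out. Each array was taken as 1 replicate. Between 11108 and 13353 of the 15247 probes had a value per array, and 12.4 to 27.1% of the cells of an array were empty. The number of arrays limits the precision, and no signal intensities were used.

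The dyes were swapped on array 4. By a rule set in advance, its sign was to be reversed if its correlation with arrays 1 to 3 lay below 0. The correlation was above 0, so the deposited sign was kept.

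Everything from the deposited values on was computed in R 4.3.3 with limma 3.58.1, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The main result is limma's lmFit and eBayes on the probes with a value on all 4 arrays, with the mean M tested against 0, Benjamini-Hochberg adjustment and a threshold of 10% FDR, followed by the fold thresholds of 1.5 and 2. The set of 3 arrays taken as the paper's and its plain t-test with Benjamini-Hochberg adjustment were run as alternatives. The main setting, the alternatives and the rules given here were chosen before the data were examined, except where stated. The other alternatives set in advance were each array left out, the t-test on each set of 3 arrays, the opposite sign for array 4, a dye term per probe, centring and scaling of the arrays, array weights, probes with a value on at least 2 arrays, a robust variance prior, 5% FDR and a test against a change of 1.5-fold. A correction of each array for the median of the probes that share a well of the clone plates, other FDR thresholds for the t-test, and the t-test on arrays 1 to 3 over the probes measured on all 4 arrays were added later. Scaling was planned with the scale method of limma's normalizeBetweenArrays, which gave no usable values on a plain matrix of M-values, and was run with limma's normalizeMedianAbsValues, which equalises the median size of M. No identifier occurs more than once, so no values were averaged within an array.

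Probes were named by a rule set in advance. It takes the genes that the paper names for the array where a table pairs them with clones, and otherwise only the 2 highest and the 2 lowest mean M among the probes past 10% FDR with one sign on all 4 arrays. The second case applied, since the table does not pair clones with genes. For the same reason the genes named in the paper, the annotation enrichments and the overlap with other published data are not analysed here.

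The scripts were tested on simulated M-values with normal noise, its spread drawn from the distribution that limma fitted to the real probes. The simulated data thus follow limma's own model and are not a neutral comparison with the t-test. Far fewer probes were changed in them than limma called in the real data. With 200 of 10404 probes changed by an M of 1, limma on 4 arrays recovered 94% of them with 22 false calls, and on arrays 1 to 3 it recovered 90%. The methods' t-test recovered 31.5% on 4 arrays and 0 on arrays 1 to 3. With no probe changed, limma made 0 calls on 4 arrays and the t-test made 2 on arrays 1 to 3. Confidence intervals of shares are 95% Wilson intervals and cover counting error only, and probes are not independent of each other.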

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

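The tests below were chosen after the correlations between the arrays had been seen, apart from the count of sign patterns, which was set in advance.

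Array 4, the dye swap, was taken as the array that the paper did not use, since the paper's text does not say which 3 it used. Of the 1063 probes called by the methods' t-test on arrays 1 to 3 and measured there, 93.04% (989) had the same sign on array 4, against 63.9% of the probes that limma did not call on arrays 1 to 3. Probes called by limma on arrays 1 to 3 but not by the t-test had the same sign on array 4 in 86.7% of cases (3189 of 3679), above both the 63.9% of the probes not called and the 50% that unrelated arrays would give. The tables thus argue against chance as the source of most of the added calls, if array 4 came from separate cultures. A dye effect stays open as a technical explanation of the shared signal: if the values of array 4 had been deposited without being turned, a bias of the dyes could make all 4 arrays run the same way. Against this, the medians of the wells of the clone plates, which went together on arrays 1 to 3, ran the other way on array 4 (r = -0.31 with the mean of arrays 1 to 3 over 96 wells, permutation test, 100000 resamples, two-sided p = 0.00193, the largest of 4 such tests and so unchanged by Benjamini-Hochberg adjustment; Spearman's rho -0.39, p = 8e-05; r = -0.37 without the 2 wells farthest from the median). This counts against a dye effect only if the well pattern is tied to the dye. A well pattern from expression would also run the other way on an array that was not turned. A dye bias specific to single clones need not follow the wells, so it cannot be told apart from an effect of VPA with the M-values alone. The RT-qPCR of the paper (Figure 3C) bears on this for the genes it tested, which were not matched to clones here. Of the 8 patterns of signs that 4 arrays allow, 1 gave as many limma calls, the deposited one, and the others gave 0. With 8 patterns the share cannot fall low enough to exclude chance. An effect of VPA is the biological explanation that the design gives, and it remains a hypothesis here.

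The M of H3158D06 on array 2, at 6.8459, stood apart from 0.83, 0.92 and 0.91 on arrays 1, 3 and 4. It was 1 of 9 sets of 4 values examined in this way, and chance alone sets apart about 1 in 20 (5%); over all probes, 520 of 10404 (5.00%) had 1 array apart in this way, with array 2 the one apart in 208. A bias of its whole plate on array 2 is argued against by the other 60 probes of its plate with a value there, whose median M was 0.12. A defect of that spot stays open, since nothing but the M-value of the spot was used. Without array 2 its mean M was 0.88. No biological explanation was tested.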

How the results depend on the processing

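The 9% and 11% thresholds, the well correction and the t-test on the probes measured on all 4 arrays were chosen after the data had been seen, and the other alternatives before.

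Limma on all 4 arrays called 5111 probes, and it called 3345 to 4731 with each array left out in turn, the lowest, more than 1.5 times below, without array 1. The total stayed within 1.5 times of this under the dye term (4042), centring, scaling, array weights (6864), probes with a value on at least 2 arrays, the robust prior, 5% FDR, the well correction (5308) and the methods' t-test on all 4 arrays (3490). The count of lower probes moved further, from 2419 to 1454 with the t-test on all 4 arrays and to 1483 with limma without array 1. With array weights the surplus of higher calls was reversed, with 3380 higher and 3484 lower. Array weights gave array 1 a weight of 4.135 and the others 0.48 to 0.78. The methods' t-test on 3 arrays called far fewer probes and differed between the sets: 1073 on arrays 1, 2 and 3, 507 on arrays 1, 3 and 4, 2 on arrays 1, 2 and 4, and 0 on arrays 2, 3 and 4, where 2367 probes had an unadjusted p under 0.05 and limma on these arrays called 3345. Unadjusted p under 0.05 was reached by 3238, 3077 and 3009 probes in the other sets, so the sets differ far less before adjustment. In simulated data that followed limma's own model, the t-test on arrays 1 to 3 recovered 0 of 200 changed probes, where limma recovered 180. Far fewer probes were changed there than the 5111 that limma called in the real data. The simulation therefore does not say why the tests differ in the real data. On arrays 1 to 3 the t-test called 651 probes at 9% FDR and 1595 at 11%, 1130 at 10% over the 10404 probes measured on all 4 arrays, and 727 after the well correction. With the opposite sign for array 4, limma called 0 probes (403 at an unadjusted p under 0.05), and the t-test also called 0 (470). Beyond the fewer arrays or probes that a setting uses by construction, the cause of these changes, and of those in the size classes and the shares, was not tested.

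Between 1.5- and 2-fold, limma called 1027 probes on all 4 arrays, 419 of them lower, and the t-test on all 4 arrays called 268 lower. The t-test gave 328 on arrays 1, 2 and 3, 144 on arrays 1, 3 and 4, and 0 on each of the other sets of 3, and on arrays 1 to 3 it gave 353 over the probes measured on all 4 arrays, 197 at 9% FDR, 472 at 11% and 246 after the well correction. Above 2-fold, limma called 215, and the t-test gave 119, 60, 2 and 0 in the same order of sets (arrays 1, 2 and 3, then 1, 3 and 4, then 1, 2 and 4, then 2, 3 and 4), and on arrays 1 to 3 it gave 120 over the probes measured on all 4 arrays, 88 at 9% FDR and 84 after the well correction. Without array 2, limma called 31 probes that were lower by more than 2-fold, against 47 on all 4 arrays. The opposite sign for array 4 gave 0 in both classes. The test against a change of 1.5-fold left 13 probes between 1.5- and 2-fold and 145 above 2-fold.

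The share of probes changed at least 1.5-fold that were lower was 37.5% with limma on all 4 arrays and 31.5% (without array 2) to 41.8% (without array 4) with an array left out. It was 32.0% with the dye term, 30.2% with the t-test on all 4 arrays, 30.6% on arrays 1, 2 and 3, 28.4% on arrays 1, 3 and 4, and 0% of the 2 probes on arrays 1, 2 and 4. On arrays 1 to 3 the t-test gave 30.4% over the probes measured on all 4 arrays, 30.5% at 11% FDR, 31.9% at 9% FDR and 30.3% after the well correction. The test against 1.5-fold gave 20.3%. These shares rest on the likely direction of M, which was read in part from the surplus of positive calls. With the other reading, 37.5% would be 62.5%, and the settings would lie above 50% in place of below it, so they show that the settings fall on one side and not which side it is.

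The mean Pearson r between arrays was 0.66, and it was 0.60 to 0.67 under the alternatives on the measure, the probes and the scale, and 0.59 to 0.70 with an array left out. H3110G08, H3038E05 and H3106H03 kept their direction and stayed past 10% FDR in every setting run for them except the opposite sign for array 4. H3158D06, which rests on array 2, was not past it without array 1, without array 4, with the dye term, with the opposite sign for array 4 or with the t-test on arrays 1 to 3. Its adjusted p over these limma settings and the others ran from 0.00543 (without array 2) to 0.707.

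With a dye term, limma called 0 probes for a dye effect at 10% FDR, and 615 of 10404 had an unadjusted p under 0.05, where 520.2 are expected by chance. That term rests on array 4 alone. The treated and untreated cultures are paired within each array, and the tests of M against 0 use that pairing. No paired analysis was possible beyond it, because there is no other group of arrays to pair with these. Averaging of repeated identifiers was not run, since none is repeated. With no signal intensities used, the dependence of the spread of M on the brightness of a spot was not examined.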

Differences from the paper's values

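The main values here are those of limma on all 4 arrays, and the paper's are from its t-test on 3 arrays. For probes changed at 10% FDR the paper gives 1144 (7.5% of the array), 674 higher and 470 lower, where limma on all 4 arrays gave 5111 (33.5%), 2692 higher and 2419 lower. Among the alternatives set before the data were examined, only the methods' t-test on arrays 1, 2 and 3 lay within 1.5 times of the paper's values, with 1073 (7.04%), 629 higher and 444 lower. The choice of arrays 1 to 3, the log2 scale and the direction of M were inferred in part from the paper's own counts. The closeness here and in the size classes below is therefore not an independent check.

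Between 1.5- and 2-fold the paper gives 359 genes (2.4%), 241 higher and 118 lower, where limma gave 1027 (6.74%), 608 higher and 419 lower. Again only the t-test on arrays 1, 2 and 3 came within 1.5 times, with 328 (2.15%), 219 and 109. Above 2-fold the paper gives 123 genes (0.8%), 95 higher and 28 lower, and limma gave 215 (1.41%), 168 higher and 47 lower. The t-test on arrays 1, 2 and 3 gave 119 (0.78%), 91 and 28. The test against a change of 1.5-fold, with 145 (0.95%), 118 and 27, was also within 1.5 times for each of these. The dye term was within it for the total (184) and the lower genes (34), and so were, for the lower genes alone, the t-test on all 4 arrays (36) and limma without array 2 (31). The other alternatives were not.

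In its discussion the paper uses 241 and 118 for the genes higher and lower by more than 1.5-fold, the numbers that its results give for changes between 1.5- and 2-fold. Limma gave 776 and 466 probes with a change of at least 1.5-fold, and the t-test on arrays 1, 2 and 3, which gave 310 and 137, was the only alternative set before the data were examined that came within 1.5 times for both.

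The t-test on arrays 1 to 3 came closer still when only the probes measured on all 4 arrays were tested, with 1130 probes (664 higher, 466 lower), 353 between 1.5- and 2-fold (237 and 116) and 120 above 2-fold (92 and 28). Other settings within 1.5 times of the paper's were the t-test on arrays 1 to 3 at 11% FDR (1595 in all, 472 between 1.5- and 2-fold, 158 above 2-fold), at 9% FDR above 2-fold (88), and after the well correction in the classes of 1.5- to 2-fold (246) and above 2-fold (84). For the genes changed by more than 1.5-fold, the t-test on arrays 1 to 3 was also within it over the probes measured on all 4 arrays (329 higher, 144 lower), at 9% FDR (194 and 91) and after the well correction (230 and 100). These settings were all chosen after the values had been seen, and how many of the genes called by the paper they drop was not examined, since their list was not used here.

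The paper states that most genes in ES cells do not respond to VPA and that a small proportion changed. Limma on all 4 arrays called 49.1% of the probes tested at 10% FDR, 11.9% with a mean change of at least 1.5-fold. Of the probes listed on the array, which include those without a value, these were 33.5% and 8.15%. The 11.9% differ from no change and have a mean past 1.5-fold, but were not tested against 1.5-fold. When limma tested against a change of 1.5-fold, 158 probes passed at 10% FDR, 1.52% of those tested and 1.04% of those listed.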

Other observations

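The tests below were chosen after the results they bear on had been seen.

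The identifiers of the probes give the plate and the well of the clone set they were printed from. The median M of the probes from one well, taken over all plates, differed between wells and went together on the 3 arrays with the same dyes: each of arrays 1, 2 and 3 correlated with the mean of the other two of them (r = 0.62, 0.73 and 0.85 over 96 wells, permutation p = 0.0001 each, the smallest that 10000 permutations can give). On the dye-swapped array 4 the pattern was turned over. Its well medians had an r of -0.33 with array 2 and -0.39 with array 3, and -0.02 with array 1. If array 4 was turned before deposit, a pattern from the expression of the clones that share a well should run the same way there. Single probes do so (r = 0.65 and 0.50 with arrays 2 and 3), and the negative value for array 2 then argues against that origin. If array 4 was not turned, a pattern from expression would itself be turned over there, so the values do not exclude it. A candidate explanation is a bias by printing position that is tied to the dye, for which the negative r with array 3 is what would be seen after the ratio of a dye swap is turned. Wells accounted for 2.26%, 5.19%, 5.38% and 2.24% of the variance of M on arrays 1 to 4. The SD of the well medians was 0.07, 0.11, 0.10 and 0.07, small beside a 1.5-fold change. Wells in rows B, D, F and H had a higher median than those in rows A, C, E and G on arrays 1 to 3 (0.01 against -0.04, 0.06 against -0.01 and 0.05 against -0.06), and not on array 4 (-0.01 against 0.01).

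When the well medians were subtracted, the t-test on arrays 1 to 3 called 727 probes in place of 1073, while limma on all 4 arrays called 5308 in place of 5111. A bias by position common to arrays 1 to 3 is thus argued against as the source of the large limma count. Among the t-test calls measured on array 4, 536 were lost by the correction and 527 kept. The lost calls had the same sign on array 4 in 92.4% of cases (95% Wilson interval 89.8 to 94.3%) and the kept ones in 93.7% (91.3 to 95.5%), so the tables argue against position bias alone as the origin of the lost calls. Their median size of M was 0.44, against 0.61 for the kept calls.

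Calls of small changes were also seen again on the array left out of the fit. Limma calls of under 1.5-fold on 3 arrays had the same sign on the array left out in 97.5% of cases for array 1, 92.8% for array 2, 88.0% for array 3 and 85.7% for array 4, and calls of more than 2-fold in 100%, 98.9%, 97.1% and 98.8%. Probes that limma did not call on the same 3 arrays had the same sign in 77.7%, 69.0%, 65.1% and 63.9% of cases, so these shares are to be set against those values and not against 50%. A hypothesis is that VPA shifts the level of many transcripts by less than 1.5-fold, which a t-test on 3 arrays may not call. The 85.7% for array 4 bears on it, although it includes probes that the t-test also called. Of the probes called by limma and not by that test on arrays 1 to 3, 86.7% had the same sign on array 4. That share covers changes of any size. The same values would be seen with a dye bias specific to single clones if array 4 had been deposited without being turned, which the M-values do not exclude.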
